A study of Homo sapiens with 21 samples.

How the data were processed

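RNA was sequenced from islets that were differentiated from the human embryonic stem cell line H1. The labels name 4 genotypes: unedited cells (WT) and lines whose labels give a homozygous knockout of ISL1, PAX6 or PDX1, which encode transcription factors of pancreatic endocrine cells. Per the labels, cells received a lentivirus on day 11 that carried either ISL1 with the fluorescent protein BFP or BFP alone, and BFP-positive cells were sorted and harvested on day 18. The 21 libraries fall into 8 groups, with 2 libraries each for WT with BFP, WT with ISL1 and PDX1-/- with ISL1, and 3 libraries for each of the other groups. Libraries were made with SMART-Seq v4 and KAPA EvoPrep and sequenced on a NovaSeq X, per the labels' protocols. Groups were assigned from the sample titles and descriptions before the data were examined, and no library was moved to another group afterwards. Libraries are named by group and by the number in the sample description. This number differs from the number in the title for 3 libraries: replicates 2 and 4 of PDX1-/- with ISL1 and replicate 3 of WT with BFP.

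The authors deposited a table of raw read counts per gene, with exon coordinates, strand and exon length, in the column layout that featureCounts writes, per the file headers. The header names coordinate-sorted alignments, while the aligner, genome build, annotation release, strand setting and treatment of reads that map to several places are not stated. Of the genes in the table, 58206 are also in GENCODE release 29, and 99.9% of these overlap their position on assembly GRCh38, so coordinates are printed as the table gives them, with that build inferred. The table has 62700 genes, and 62699 were used. The entry of ANK2 is broken over 3 lines and holds 22 numbers for 21 libraries, so it was left out. The table pairs no IDs with symbols, and all 62699 IDs matched a symbol in a separate name table. The total count per library was from 36.8 to 60.2 M (1e6 counts), with a median of 50.4 M, and from 31584 to 37392 genes had at least 1 count. A count of 0 allows up to 3 counts. Intervals and floors cover counting error only. Intervals on shares of counts are 95% Wilson intervals.

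Each gene was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Counts were scaled by TMM, and genes were kept by filterByExpr by group with a minimum of 10 counts and a total of 15, which left 25884 genes. All 21 libraries entered a single model with a coefficient per group and no block, so that groups of 2 and 3 shared an estimate of the spread. The common biological coefficient of variation was 0.334. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene counted as changed when its adjusted p was under 0.05. The 13 comparisons were the effect of the vector in each of the 4 genotypes (ISL1 over BFP), each knockout with BFP against WT with BFP, each knockout with ISL1 against WT with BFP, and the effect of the vector in each knockout minus that in WT. Fold changes are log2 values with a prior count of 0.125 and are given with their standard error (SE). CPM values are counts divided by the TMM library size in M, and log2 CPM values use a prior count of 2. A fold against a group whose libraries all hold 3 counts or fewer was computed against that floor and is given as a lower bound.

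Named genes follow a rule fixed before the data were examined. They are ISL1, PAX6 and PDX1, the hormone genes INS, GCG, SST, GHRL and PPY, and up to 3 genes with the largest rise and 3 with the largest fall in each comparison other than knockout with ISL1 against WT. The latter genes needed an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and, where 2 groups are compared, no overlap between their libraries. Other genes were chosen after their values were seen, and the text says so. The result of 1 gene that the rule picked is not reported here.

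A reversal share is the percent of genes changed between a knockout with BFP and WT with BFP whose vector effect in that knockout has the opposite sign. Both effects use the same knockout BFP libraries, which alone pushes the share above 50%. The share was therefore set beside 20 simulations in which the vector has no effect in that knockout. Vector effects were compared between genotypes by their correlation across genes. Genes are not independent replicates, so no p-value is given. The error of shares and correlations is a jackknife SE over fits that each left out 1 library. For shares the BFP-labelled WT libraries were not left out, so that SE does not hold their spread.

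Lists of marker genes for beta, alpha, delta and enterochromaffin cells, endocrine progenitors, pancreatic progenitors, general endocrine genes, the cell cycle and the interferon response were written before the data were examined. The 9 lists hold 88 genes, none in more than 1 list, and every gene was tested. The fry test of limma 3.58.1 was run on 7 comparisons, the vector effects and the BFP comparisons, with Benjamini-Hochberg adjustment over the 63 tests.

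Alternatives written before the data were examined were DESeq2-style size factors (RLE) in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, a filter at a mean of 50 counts, a replicate block by the number in the description or in the title, only the groups of each comparison, and leaving out each replicate in turn. For the lists, camera with a preset correlation of 0.01 was planned. Alternatives chosen after seeing the data were offsets adjusted for gene length, the block together with these offsets, limma voom with sample quality weights, and fits without replicate 4 of PDX1-/- with ISL1 or without replicate 3 of PAX6-/- with ISL1 for comparisons that do not hold them. The length offsets are a natural spline with 4 degrees of freedom of each library's deviation on log2 exon length. Adjusted p-values that DESeq2 gives as missing were left missing.

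Whether numbers pair the libraries was checked by the correlation of same-numbered libraries' deviations from their group means. In PAX6-/- the 3 correlations were 0.15, 0.39 and 0.33, all over the limit of 0.1, so the blocked value is given beside results that it changes. The labels state no pairing. In the library index of the descriptions, libraries with the same number follow each other across the genotypes. Whether they were prepared together is not stated, and the pairing taken here rests on the correlations.

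The pipeline was tested on simulated data made from the real means and library sizes, with 200 genes changed. These genes had a mean of at least 10 CPM and large fold changes, and no library stood apart in these tests. Recovery of smaller changes or of genes at lower levels was not tested. Of the 200 genes, 184 were called with 3 against 3 libraries and 180 with 2 against 3, beside 15 and 18 false calls among 25104 genes tested. False calls were 7.54% and 9.09% of all calls, above the threshold of 0.05. In a difference of effects 130 were called, beside 5 false calls, and with no gene changed 2 against 2 libraries gave 0 calls. With a length trend added to 1 simulated library, the correlation of fold change with length was -0.61, and -0.044 with the length offsets, over 25332 genes. GC content came from release 29 transcripts and was known for 94.4% of the genes tested. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Random draws used seed 20261. BFP, the vector sequence and the sequence of the edited alleles were not analysed here.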

Results

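Gene expression was measured by RNA sequencing in 21 libraries of islet cells derived from H1 stem cells. The libraries come from 4 genotypes, WT, ISL1-/-, PAX6-/- and PDX1-/-, each given an ISL1 vector or a BFP vector on day 11 and harvested on day 18. The ISL1 vector has 2 libraries in WT, 3 in ISL1-/-, 3 in PAX6-/- and 2 in PDX1-/-. The BFP vector has 2 libraries in WT and 3 in each knockout. Total counts were lowest in WT with BFP replicate 3, at 36.8 M, and highest in ISL1-/- with BFP replicate 3, at 60.2 M. Mitochondrial genes took 3.16% of the counts (95% Wilson interval 3.16 to 3.17) in PAX6-/- with ISL1 replicate 3. They took 3.84% (interval 3.84 to 3.85) in PDX1-/- with ISL1 replicate 4. The share in the other 19 libraries was from 1.28% to 1.93%.

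The targeted genes were examined first. ISL1 (ENSG00000016082.15, chromosome 5, 51383448 to 51394730, plus strand) had 413 CPM ± 150 (SD, n = 2) in WT with BFP and 349 ± 16.9 (SD, n = 2) in WT with ISL1. In ISL1-/- it had 76.9 ± 4.79 with BFP and 84.5 ± 12.6 with ISL1 (SD, n = 3 each). In PAX6-/- the values were 192 ± 53.1 and 216 ± 123 (SD, n = 3 each). In PDX1-/- they were 153 ± 20.8 (SD, n = 3) with BFP and 225 ± 124 (SD, n = 2) with ISL1. The log2 fold change of ISL1 over BFP was -0.24 in WT, 0.13 in ISL1-/-, 0.16 in PAX6-/- and 0.56 in PDX1-/-, and none passed the threshold in edgeR. With a library left out, the fold change ranged from -0.57 to 0.19 in WT and from 0.03 to 0.24 in ISL1-/-. It ranged from -0.40 to 0.44 in PAX6-/- and from -0.14 to 1.02 in PDX1-/-. The single libraries of ISL1-/- ranged from 73.7 to 82.4 CPM with BFP and from 71.6 to 96.8 CPM with ISL1. ISL1 counts therefore did not separate the vector groups. The groups are called ISL1-labelled and BFP-labelled below, and every direction given for the vector rests on those labels. In BFP-labelled ISL1-/- libraries, ISL1 was lower than in BFP-labelled WT libraries, with a log2 fold change of -2.42 (SE 0.39, adjusted p 0.00127). PAX6 (chromosome 11, 31784779 to 31817961, minus strand) had 136 CPM ± 33.9 (SD, n = 3) in BFP-labelled PAX6-/- libraries and 186 ± 64.9 (SD, n = 2) in BFP-labelled WT libraries, a log2 fold change of -0.45 (adjusted p 0.672). PDX1 (chromosome 13, 27920000 to 27926313, plus strand) had 111 CPM ± 7.05 (SD, n = 3) in BFP-labelled PDX1-/- libraries and 90.9 ± 15.4 (SD, n = 2) in BFP-labelled WT libraries, a log2 fold change of 0.29 (adjusted p 0.541). Gene counts of PAX6 and PDX1 did not tell these knockouts from WT, so those genotypes too are as labelled. ISL1 in BFP-labelled PDX1-/- libraries was lower than in WT (log2 fold change -1.43, adjusted p 0.0254). That call was lost when any of the 3 PDX1-/- libraries was left out, with an adjusted p of up to 0.0979.

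**Figure D1:**
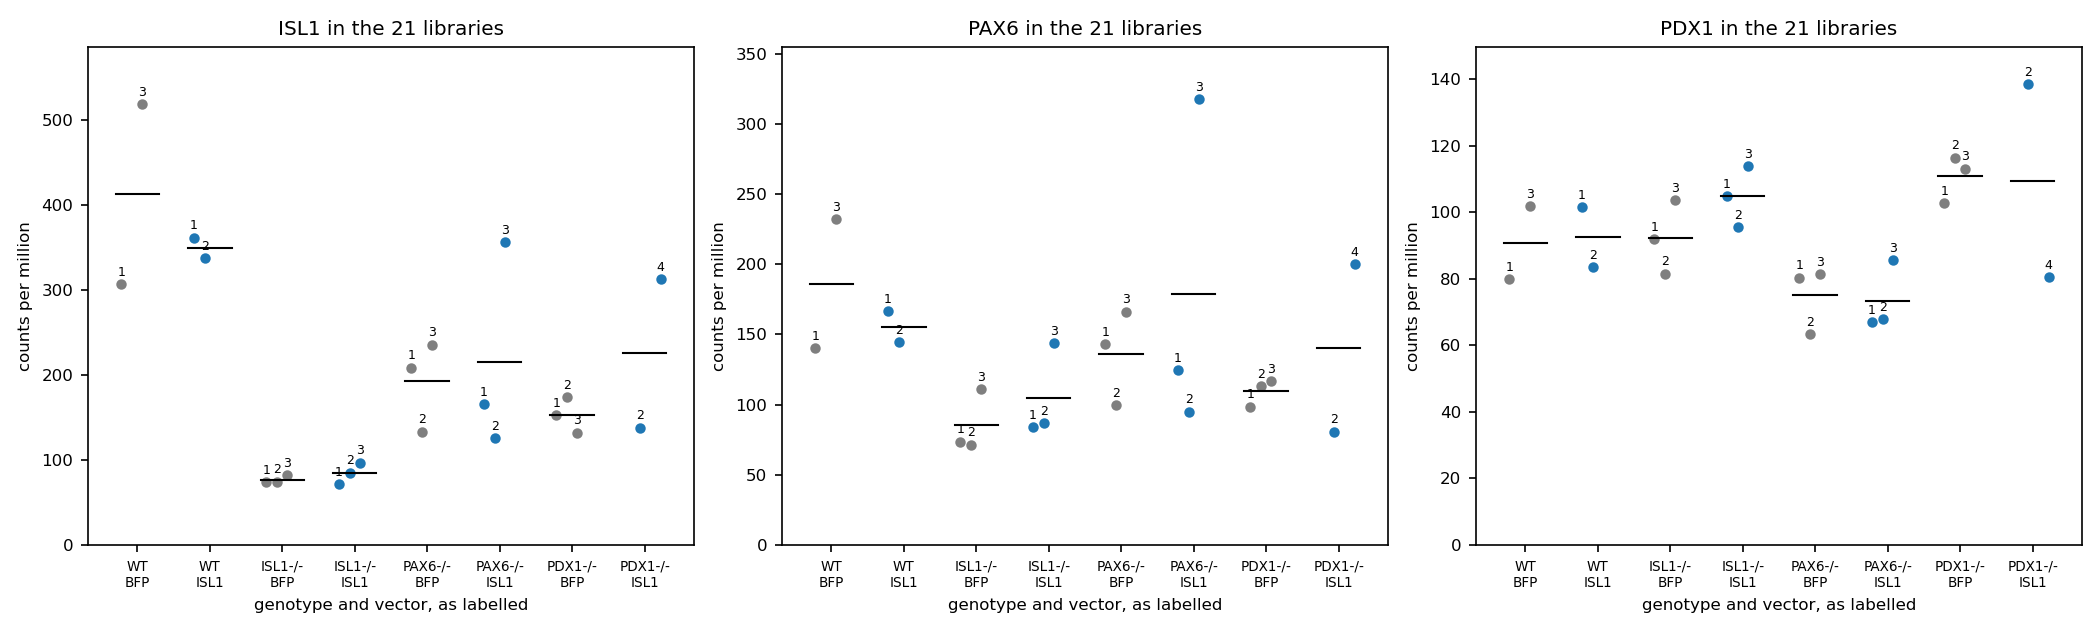
CPM (vertical axis) of ISL1, PAX6 and PDX1 in each of the 21 libraries, by genotype and vector as labelled (horizontal axis); each point is a library with its number, grey for BFP and blue for ISL1, and the line is the group mean. ISL1 stands from 71.6 to 96.8 in the 3 ISL1-labelled ISL1-/- libraries and from 73.7 to 82.4 in the 3 BFP-labelled ones.

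The vector effect in WT asks which genes differ between the 2 ISL1-labelled and the 2 BFP-labelled WT libraries. The BFP-labelled libraries are numbered 1 and 3 and the ISL1-labelled ones 1 and 2, so vector and number are not fully separate. Of 25884 genes, 7 passed the threshold, 7 higher and 0 lower, and 988 had an unadjusted p under 0.05. The count moved most under limma voom with sample quality weights, to 521, with 267 higher and 254 lower. A fit on only the 4 WT libraries gave 151 higher and 165 lower, the largest change in the share that rose. It was 27 when PAX6-/- with ISL1 replicate 3 was left out of the shared model and 52 when PDX1-/- with ISL1 replicate 4 was left out, although neither belongs to this comparison. CNMD (chromosome 13, 52703264 to 52739820, minus strand) had the largest log2 fold change, 5.27 (SE 0.74, adjusted p 0.00901), from 0.313 CPM ± 0.07 to 12.1 ± 3.25 (SD, n = 2 each). VSIG1 changed by 4.4 (SE 0.63, adjusted p 0.00901) and TCN1 by 2.85 (SE 0.40, adjusted p 0.00901). The other genes, which the naming rule did not pick and which were chosen after their values were seen, were PSAPL1, RARRES2, NOX4 and NMNAT3, with log2 fold changes from 2.10 to 3.14. None of the hormone genes INS, GCG, SST, GHRL and PPY passed the threshold in WT.

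The vector effect in ISL1-/- asks which genes differ when the ISL1 vector is given to cells labelled ISL1-/-. It comprised 99 genes, 65 higher and 34 lower, with 3 libraries per group. The count depended on single libraries. It was 41, 36 and 14 without BFP-labelled replicates 1, 2 and 3, and 31, 23 and 55 without ISL1-labelled replicates 1, 2 and 3. It was 227 without PAX6-/- with ISL1 replicate 3 and 364 without PDX1-/- with ISL1 replicate 4. GCG (chromosome 2, 162142882 to 162152404, minus strand) was higher by 5.35 on the log2 scale (SE 0.97, adjusted p 0.0176), from 83.5 CPM ± 8.51 to 3416 ± 1703 (SD, n = 3 each). All 3 ISL1-labelled libraries were above all 3 BFP-labelled ones for GCG. The call remained in 1 of 6 fits that each left out a library and was lost without BFP-labelled replicate 1, 2 or 3 or ISL1-labelled replicate 2 or 3, with an adjusted p of up to 0.145. PRDM14 rose by 4.66 (SE 0.64, adjusted p 0.00253) and RIPPLY3 by 4.19 (SE 0.41, adjusted p 8.07e-05), and both calls remained in all 6 such fits. The largest falls were in ARPP21 (-1.98, adjusted p 0.0237), MME (-1.96, adjusted p 0.0348) and CBLN1 (-1.68, adjusted p 0.00972). ARPP21 and MME were lost in all 6 such fits, with adjusted p up to 0.159 and 0.191. CBLN1 was lost in 3 of 6, without BFP-labelled replicate 3 or ISL1-labelled replicate 1 or 2, with an adjusted p of up to 0.0886. SST was 3.81 higher without passing the threshold (adjusted p 0.0727), from 0.507 CPM ± 0.102 to 7.17 ± 3.88 (SD, n = 3 each). INS differed by 0.08 (SE 0.85).

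The vector effect in PAX6-/- comprised 92 genes, 44 higher and 48 lower, with 3 libraries per group. It was 13, 74 and 19 without BFP-labelled replicates 1, 2 and 3, and 17, 126 and 55 without ISL1-labelled replicates 1, 2 and 3. It was 513 without PDX1-/- with ISL1 replicate 4, with 157 higher and 356 lower. A fit on only the 6 PAX6-/- libraries gave 0 genes. In PAX6-/- the library numbers pair the libraries, and with the number in the description as a replicate block the count was 578, with 191 higher and 387 lower. With the number in the title, which pairs these 6 libraries in the same way, it was 91, with 41 higher and 50 lower. The 2 blocks differ in other groups, where the description gives 1 PDX1-/- library a number of its own. CNMD rose by 5.13 (SE 0.58, adjusted p 0.00108), from 0.574 CPM ± 0.15 to 20.2 ± 13.8 (SD, n = 3 each), and remained past the threshold in all 6 fits that each left out a library of the comparison. The other largest rises were in IGFBP7 (2.50, adjusted p 0.0215) and VSIG1 (2.42, adjusted p 0.0263), and the largest falls in MME (-2.22, adjusted p 0.0209), BRINP3 (-2.17, adjusted p 0.0348) and ARPP21 (-2.11, adjusted p 0.0209). Each of these 5 calls was lost without BFP-labelled replicate 1 or 3 or ISL1-labelled replicate 1 or 3, with adjusted p up to 0.179. IGFBP7 and VSIG1 were lost without BFP-labelled replicate 2 too, and BRINP3 without ISL1-labelled replicate 2. All 6 named genes, CNMD included, were past the threshold with either block and none in the fit on the 6 libraries alone. None of the 5 hormone genes passed. Of the genes changed in ISL1-/-, 39 were also changed in PAX6-/-, all 39 in the same direction.

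The vector effect in PDX1-/- rests on 2 ISL1-labelled libraries that lie far apart. On 2997 genes that separate BFP-labelled PDX1-/- libraries (position 0) from BFP-labelled WT libraries (position 1), replicate 2 had a median position of 0.38 and replicate 4 of 1.07. The BFP-labelled PDX1-/- libraries lay from -0.03 to 0.05, the BFP-labelled WT libraries at 1.03 and 0.97, and the ISL1-labelled WT libraries at 0.82 and 0.94. The comparison gave 3240 genes, 2120 higher and 1120 lower. Of these, 94.4% had the same sign in replicate 2 alone, with a median size of 0.82 there and 2.05 in replicate 4. The genes were called with both libraries in the group, which favours the same sign in each. Without replicate 4 the ISL1 group is left with a single library and no test was made. The count was 1751, 1361 and 1199 without BFP-labelled replicates 1, 2 and 3, and 5949 without PAX6-/- with ISL1 replicate 3. It was 22 under sample quality weights and 0 in a fit on only the 5 libraries. INS (chromosome 11, 2159779 to 2161221, minus strand) was higher by 6.47 (SE 1.11, adjusted p 0.00192), with 164 CPM in replicate 2, 25612 in replicate 4 and 146 ± 51.6 (SD, n = 3) in the BFP-labelled libraries. Without replicate 4 the fold change of INS was 0.18. SST was higher by 3.53 (SE 0.85, adjusted p 0.0140), and by 2.54 without replicate 4. The SST call was lost without BFP-labelled replicate 3 (adjusted p 0.0649). Under the naming rule, which needs groups without overlap, GAST (6.54, adjusted p 0.00125), LGALS4 (5.73, adjusted p 0.00128) and IL32 (5.08, adjusted p 0.000298) had the largest rises. These rises were 0.93, 1.31 and 2.35 without replicate 4. The largest falls were in BRINP3 (-3.44, adjusted p 0.00102), NKX3-2 (-3.38, adjusted p 0.00640) and PROKR1 (-3.28, adjusted p 0.0137). Without replicate 4 they were -2.71, -2.51 and -2.38. All 8 of these genes lost the call under sample quality weights and in the fit on only the 5 libraries. INS shares its locus with INS-IGF2, which had 0 to 1 counts in every library.

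**Figure D2:**
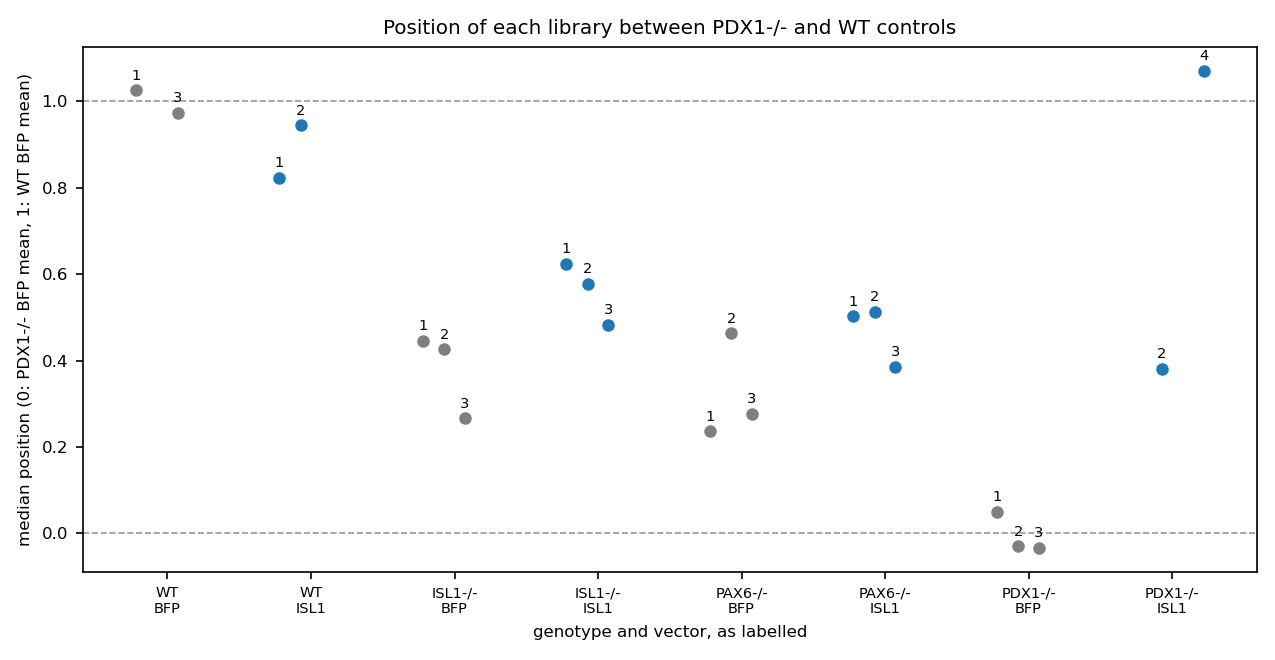
Median position (vertical axis, no unit) of each library on genes that differ between BFP-labelled PDX1-/- (0) and BFP-labelled WT (1), by genotype and vector as labelled (horizontal axis); each point is a library with its number, grey for BFP and blue for ISL1. Replicate 4 of ISL1-labelled PDX1-/- stands at 1.07 and replicate 2 at 0.38.

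The differences of vector effects ask whether the ISL1 vector acts differently in a knockout than in WT. Each holds the WT effect, in which vector and library number are not fully separate. Between ISL1-/- and WT, 1 gene differed, and 769 had an unadjusted p under 0.05. The gene was SLC24A4 (chromosome 14, 92322581 to 92501481, plus strand), with a difference of 4.66 on the log2 scale (SE 0.59, adjusted p 0.00850). It rose from 0.3 CPM ± 0.0576 to 7.02 ± 0.483 (SD, n = 3 each) in ISL1-/-. The count was 0 without BFP-labelled ISL1-/- replicate 3 (adjusted p of SLC24A4 0.0557) and 2 without replicate 2. Between PAX6-/- and WT, 0 genes differed, and 916 had an unadjusted p under 0.05. Between PDX1-/- and WT, 308 genes differed, 257 higher and 51 lower. This count was 164, 90 and 97 without BFP-labelled PDX1-/- replicates 1, 2 and 3, and 735 without PAX6-/- with ISL1 replicate 3. It was 44 under sample quality weights and 0 in the fit on only the groups compared. The 308 genes had a median difference of 2.01 in replicate 2 and of 3.65 in replicate 4. The largest were GNRH2 (7.77, adjusted p 0.0156), LGALS4 (7.52, adjusted p 0.0120) and GIP (7.37, adjusted p 0.0267) upward, and ADRB1 (-3.30, adjusted p 0.0224), NELL2 (-3.25, adjusted p 0.0309) and PTGER2 (-3.24, adjusted p 0.0156) downward. GIP and NELL2 were lost without any of the 3 BFP-labelled libraries, with adjusted p up to 0.0742 and 0.0676, and ADRB1 without replicate 2 or 3 (up to 0.0608). Without replicate 4 the differences for GNRH2, LGALS4 and GIP were 3.11, 3.11 and 0.66, with no test. INS did not pass (6.22, adjusted p 0.0538), and neither did GCG in ISL1-/- against WT (5.77, adjusted p 0.582).

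The comparisons of BFP-labelled knockouts with BFP-labelled WT ask what each knockout changes without the ISL1 vector. In ISL1-/- 1448 genes changed, 433 higher and 1015 lower. The share that was higher, 29.9%, depended on the processing. It was from 26.7% without a filter on low counts to 46.8% in the fit on only the groups compared. The count was 759, 883 and 604 without ISL1-/- replicates 1, 2 and 3, 2373 without PAX6-/- with ISL1 replicate 3 and 2745 without PDX1-/- with ISL1 replicate 4. GCG changed by -9.03 (SE 1.16, adjusted p 0.000211), from 43781 CPM ± 10657 (SD, n = 2) in WT to 83.5 ± 8.51 (SD, n = 3). SST (chromosome 3, 187668912 to 187670394, minus strand) changed by -7.82 (SE 1.03, adjusted p 0.000258). PPY was at least 52.5-fold lower, against a floor of 3 counts. CHCHD2 (chromosome 7, 56101573 to 56106476, minus strand) rose by 9.59 (SE 0.91, adjusted p 7.55e-06) and NGFR by 4.36 (adjusted p 0.00842). LINC02864 (chromosome 18, 73151241 to 73264480, minus strand) changed by -9.52 (SE 1.83, adjusted p 0.00737) and was lost without ISL1-/- replicate 3 (adjusted p 0.0530). INS changed by -1.60 without passing (adjusted p 0.388).

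In BFP-labelled PAX6-/- libraries 1425 genes changed, 582 higher and 843 lower. The count was 504, 997 and 554 without PAX6-/- replicates 1, 2 and 3, 2334 without PAX6-/- with ISL1 replicate 3 and 2880 without PDX1-/- with ISL1 replicate 4. With the block by description number it was 3358, and by title number 1263. GCG changed by -10.06 (SE 1.21, adjusted p 0.000151), to 40.9 CPM ± 32.7 (SD, n = 3). GHRL (chromosome 3, 10285666 to 10292947, minus strand) rose by 5.36 (SE 0.75, adjusted p 0.000627), from 79.1 CPM ± 6.43 (SD, n = 2) to 3258 ± 656 (SD, n = 3). GHRL overlaps the antisense gene GHRLOS, which had from 7 to 95 counts, and the counting is not stated to use strand. PPY changed by -5.64 (SE 1.14, adjusted p 0.00807). SST changed by -3.43 (SE 0.85, adjusted p 0.0251) and was lost without any of the 3 PAX6-/- libraries, with an adjusted p of up to 0.0951. INS changed by -3.02 without passing (adjusted p 0.0810). With the block by description number it passed (adjusted p 0.000572), and by title number it did not (0.111). The largest rises were in HELT (7.44, adjusted p 0.00133), SV2C (5.84, adjusted p 0.000205) and BMPER (5.84, adjusted p 0.00302). G6PC2 had 0 counts in all 3 libraries and was at least 1662-fold lower (adjusted p 0.000132). LINC02864 changed by -9.34 (adjusted p 0.00989) and was lost without PAX6-/- replicate 3 (adjusted p 0.0559).

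In BFP-labelled PDX1-/- libraries 2506 genes changed, 1043 higher and 1463 lower. The count was 1714, 1389 and 1428 without PDX1-/- replicates 1, 2 and 3, 3630 without PAX6-/- with ISL1 replicate 3 and 3984 without PDX1-/- with ISL1 replicate 4. INS changed by -5.46 (SE 1.06, adjusted p 0.00361), from 6418 CPM ± 1085 (SD, n = 2) to 146 ± 51.6 (SD, n = 3). GCG and SST did not pass (adjusted p 0.417 and 0.0612). NKX3-2 (5.49, adjusted p 0.000538), PROKR1 (5.38, adjusted p 0.00137) and KCNIP1 (4.26, adjusted p 0.000180) had the largest rises. LINC02864 was at least 370-fold lower (adjusted p 0.00452), and GIP (-6.29, adjusted p 0.00191) and G6PC2 (-5.82, adjusted p 0.00137) followed.

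**Figure D3:**
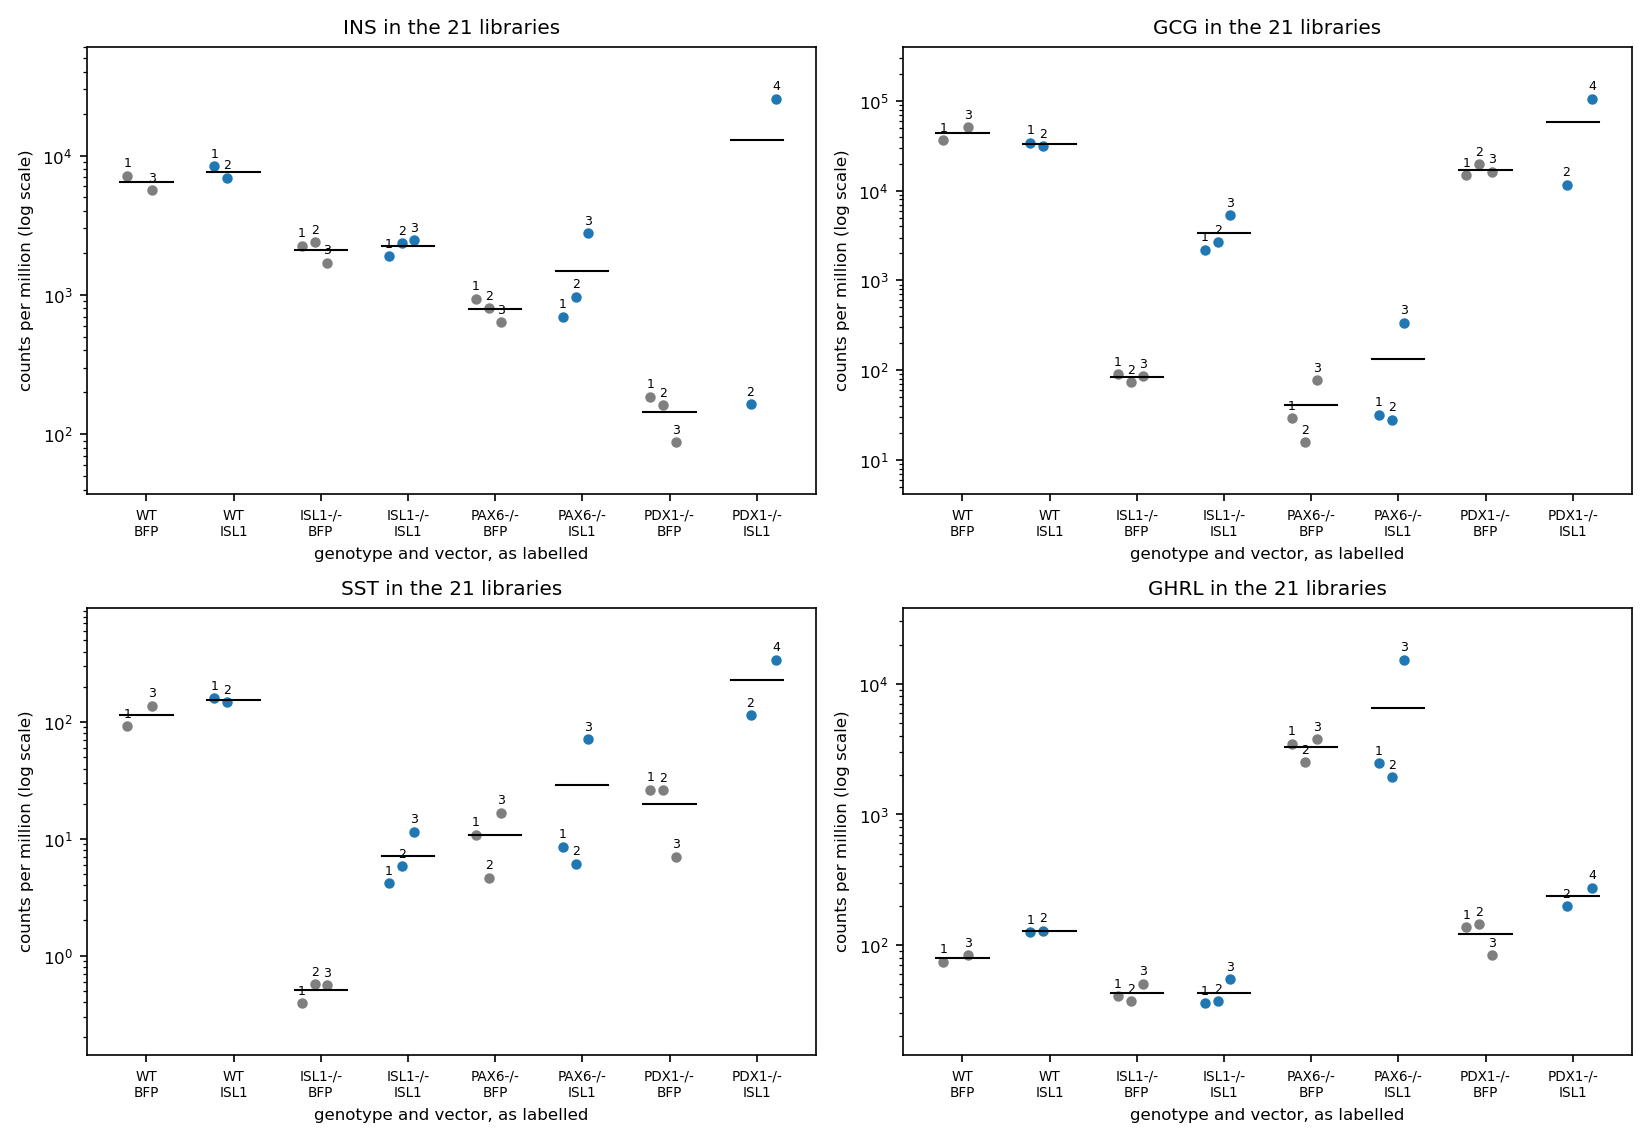
CPM (vertical axis, log scale) of INS, GCG, SST and GHRL in each of the 21 libraries, by genotype and vector as labelled (horizontal axis); each point is a library with its number, grey for BFP and blue for ISL1, and the line is the group mean. GCG has a mean of 83.5 in BFP-labelled and 3416 in ISL1-labelled ISL1-/- libraries, and INS has 164 and 25612 in replicates 2 and 4 of ISL1-labelled PDX1-/-.

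The comparisons of ISL1-labelled knockouts with BFP-labelled WT ask how far the knockouts with the vector stand from WT. They gave 1772 genes in ISL1-/- (653 higher), 2039 in PAX6-/- (817 higher) and 119 in PDX1-/- (73 higher). In ISL1-/- the count was 1010, 891 and 846 without ISL1-labelled replicates 1, 2 and 3, 3127 without PAX6-/- with ISL1 replicate 3 and 3470 without PDX1-/- with ISL1 replicate 4. In PAX6-/- it was 3420 without PDX1-/- with ISL1 replicate 4 and from 1732 to 2050 without a replicate of its own. With the block by description number it was 3857, and by title number 1849. In PDX1-/- it was 819 without PAX6-/- with ISL1 replicate 3, and no test was made without replicate 4.

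**Figure D4:**
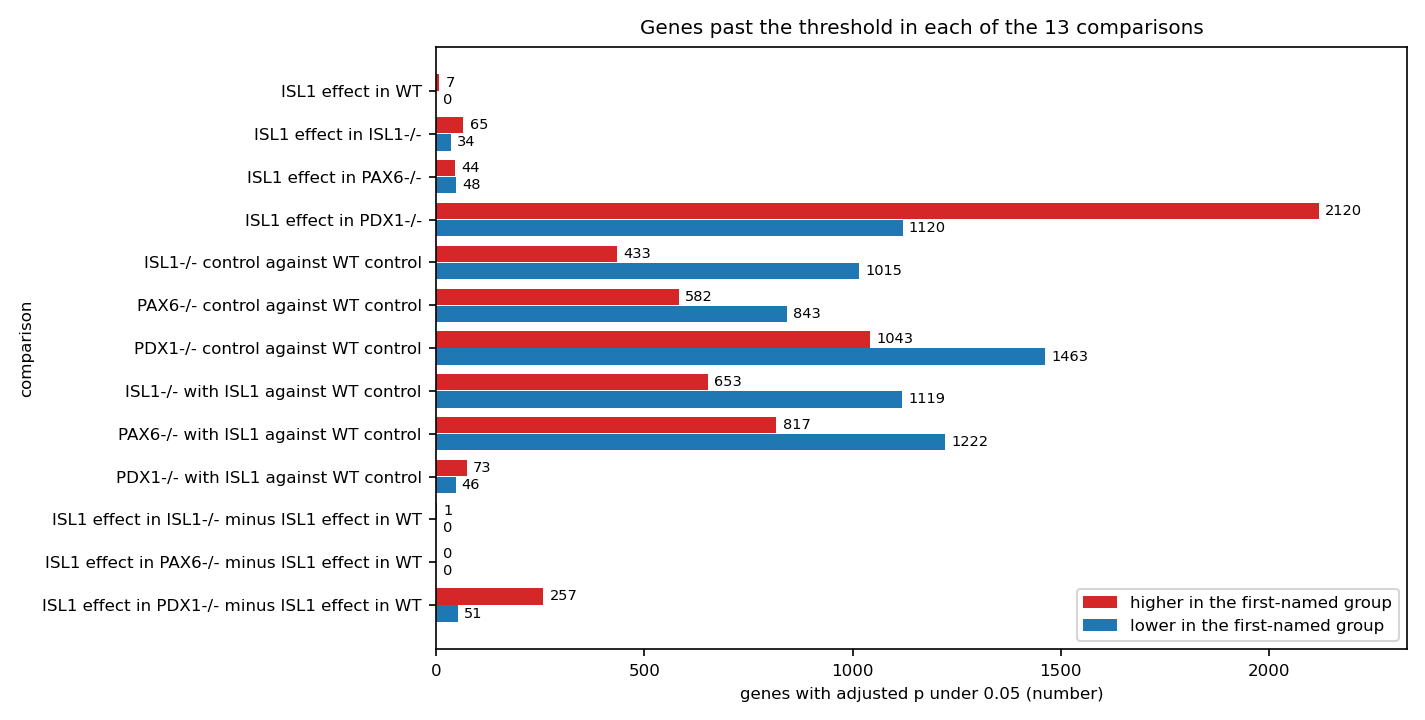
Number of genes with an adjusted p under 0.05 (horizontal axis) that were higher (red bars) or lower (blue bars) in the group named first, for each of the 13 comparisons (vertical axis). The vector effect has 7 genes in WT, 99 in ISL1-/-, 92 in PAX6-/- and 3240 in PDX1-/-.

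Reversal shares ask whether the vector moves a knockout's changed genes back toward WT. In ISL1-/- 976 of 1448 genes (67.4%, jackknife SE 10.2) had a vector effect opposite in sign to the change in the BFP-labelled knockout. Simulations without a vector effect gave a mean of 65.2% (range 63.4 to 66.2). In PAX6-/- the share was 63.0% (898 of 1425 genes, SE 11.0), and the simulated mean was 65.1% (63.9 to 67.5). Neither share differed from its simulated mean by more than its SE, which does not hold the spread of the BFP-labelled WT libraries. In PDX1-/- it was 95.1% (2384 of 2506 genes, SE 13.7) against 61.6% (60.8 to 62.5), and it was 79.3% without replicate 4 of the ISL1-labelled group. The ISL1-/- share moved most in the fit on only the groups compared, to 52.0%. Among genes that passed both tests, the opposite sign was found in 56 of 57 in ISL1-/-, 29 of 37 in PAX6-/- and 1296 of 1303 in PDX1-/-. In the simulations a mean of at most 0.1 genes passed both, although a mean of 2861, 2787 and 3841 genes passed for the knockout, more than in the data. Too few simulated genes passed both to give a share for comparison, so no conclusion on reversal is drawn from these genes.

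Vector effects were correlated across the 25884 genes between genotypes that share no library, for 6 pairs. Pearson's r and Spearman's rho were 0.34 and 0.31 between ISL1-/- and PAX6-/- (jackknife SE 0.14) and 0.21 and 0.24 between WT and ISL1-/- (SE 0.10). They were 0.12 and 0.05 between WT and PAX6-/- (SE 0.13) and -0.02 and -0.05 between WT and PDX1-/- (SE 0.19). Between ISL1-/- and PDX1-/- they were 0.24 and 0.28 (SE 0.16), and between PAX6-/- and PDX1-/- 0.39 and 0.54 (SE 0.20). Without replicate 4 of ISL1-labelled PDX1-/- the last r was 0.22. The r of WT and PDX1-/- was then 0.11, and that of ISL1-/- and PDX1-/- 0.29. In the pair PAX6-/- and PDX1-/-, the ISL1-labelled groups hold replicate 3 and replicate 4, which share a trend on gene length. Their deviations had a correlation of 0.67, which could raise r for this pair. With length-adjusted offsets r of this pair was 0.355. With a library left out, r ranged from -0.11 to 0.11 between WT and PDX1-/-. It ranged from 0.09 to 0.29 between ISL1-/- and PDX1-/- and from 0.01 to 0.19 between WT and PAX6-/-. Without a filter on low counts r fell to 0.09 between ISL1-/- and PAX6-/-, the largest move for that pair.

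The 9 lists of marker genes were tested with fry in 7 comparisons, and 24 of the 63 tests passed. Camera passed 32, of which 22 also passed under fry and 10 did not. The enterochromaffin list, 7 genes, fell with the vector in ISL1-/- (median log2 fold change -1.34, adjusted p 0.000903), PAX6-/- (-1.41, 0.000367) and PDX1-/- (-2.13, 0.000100). In WT its median was -0.73 and it did not pass (0.120), while camera passed it (0.000280). In ISL1-/- 2 of its genes passed over all genes and 6 adjusted over the list alone, in PAX6-/- 2 and 7, and in PDX1-/- 5 and 6. It was higher in the BFP-labelled knockouts than in WT, by 1.74 in ISL1-/- (0.000367), 1.05 in PAX6-/- (0.00613) and 2.60 in PDX1-/- (0.000100). The delta list, 7 genes, rose with the vector in ISL1-/- (0.96, 0.000156), PAX6-/- (1.07, 0.00570) and PDX1-/- (0.20, 0.000349). In ISL1-/- 1 of its genes passed over all genes and 2 adjusted over the list alone, in PAX6-/- 1 and 2, and in PDX1-/- 3 and 3. It was lower in the BFP-labelled knockouts, by -2.42 (8.27e-06), -0.63 (0.000195) and -0.75 (0.000100). The vector effect and the knockout comparison use the same BFP-labelled knockout libraries, so opposite signs between them are not independent. The vector results of all lists in PDX1-/- hold replicate 4, whose position was near WT (1.07). None was tested without it, so they cannot be told apart from what a mislabelled WT library would give. Differences of list effects between genotypes were not tested.

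The beta list, 16 genes, passed in no vector effect under fry and was lower in BFP-labelled ISL1-/- (-0.38, 0.00155), PAX6-/- (-0.95, 0.000224) and PDX1-/- (-1.02, 0.00213). Of its genes, 6, 6 and 10 passed over all genes and 7, 11 and 14 adjusted over the list alone. Its vector median in PAX6-/- was -0.32, or -0.37 with genes at the floor set to their bound. The alpha list, 10 genes, was lower in BFP-labelled ISL1-/- (-1.64, 0.000195; 6 genes, 6 adjusted over the list alone) and PAX6-/- (-1.27, 0.00421; 4 and 5). In PDX1-/- it did not pass (-1.19, 0.116). The endocrine progenitor list, 8 genes, was higher in BFP-labelled PAX6-/- (1.04, 0.00298; 5 and 5). The interferon list, 12 genes, was higher in BFP-labelled ISL1-/- (0.67, 0.000507; 4 and 5) and PDX1-/- (0.82, 0.00526; 6 and 7) and lower in PAX6-/- (-0.50, 0.00446; 1 and 2). Camera did not pass it in PDX1-/- (0.0685). The cell cycle list, 12 genes, rose with the vector in PDX1-/- (1.23, 0.0138; 7 and 9) and was lower in BFP-labelled PDX1-/- (-1.08, 0.0234; 2 and 8). The latter was lost without PDX1-/- replicate 2 (0.0662) or 3 (0.0743). The pancreatic progenitor list, 8 genes, rose with the vector in PDX1-/- (0.36, 0.0111; 2 and 2), which camera did not pass (0.201). Neither the cell cycle nor the pancreatic progenitor result for the vector in PDX1-/- was tested without replicate 4. The general endocrine list, 8 genes, passed in none of the 7 comparisons, with a smallest adjusted p of 0.136. Camera passed it for the vector in ISL1-/- (0.000451) and PAX6-/- (0.00812), with medians of -0.58 and -0.43. Of the tests that fry did not pass, camera also passed the cell cycle list for the vector in WT (0.0434), ISL1-/- (0.00131) and PAX6-/- (0.000362) and in BFP-labelled ISL1-/- (0.00107). The others were the beta list for the vector in PAX6-/- (0.0324), the interferon list for the vector in ISL1-/- (0.0444) and the endocrine progenitor list in BFP-labelled PDX1-/- (0.0422). For the interferon list in ISL1-/-, fry gave an adjusted p of 0.0580. It was 0.0413 with DESeq2-style size factors, 0.0246 with length-adjusted offsets and 0.0223 with the block by description number. With the block by description number in PAX6-/-, the vector effect also passed for the pancreatic progenitor list (0.0669 without the block, 0.0196 with it), the cell cycle list (0.124 and 0.0137) and the interferon list (0.0859 and 0.0223).

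**Figure D5:**
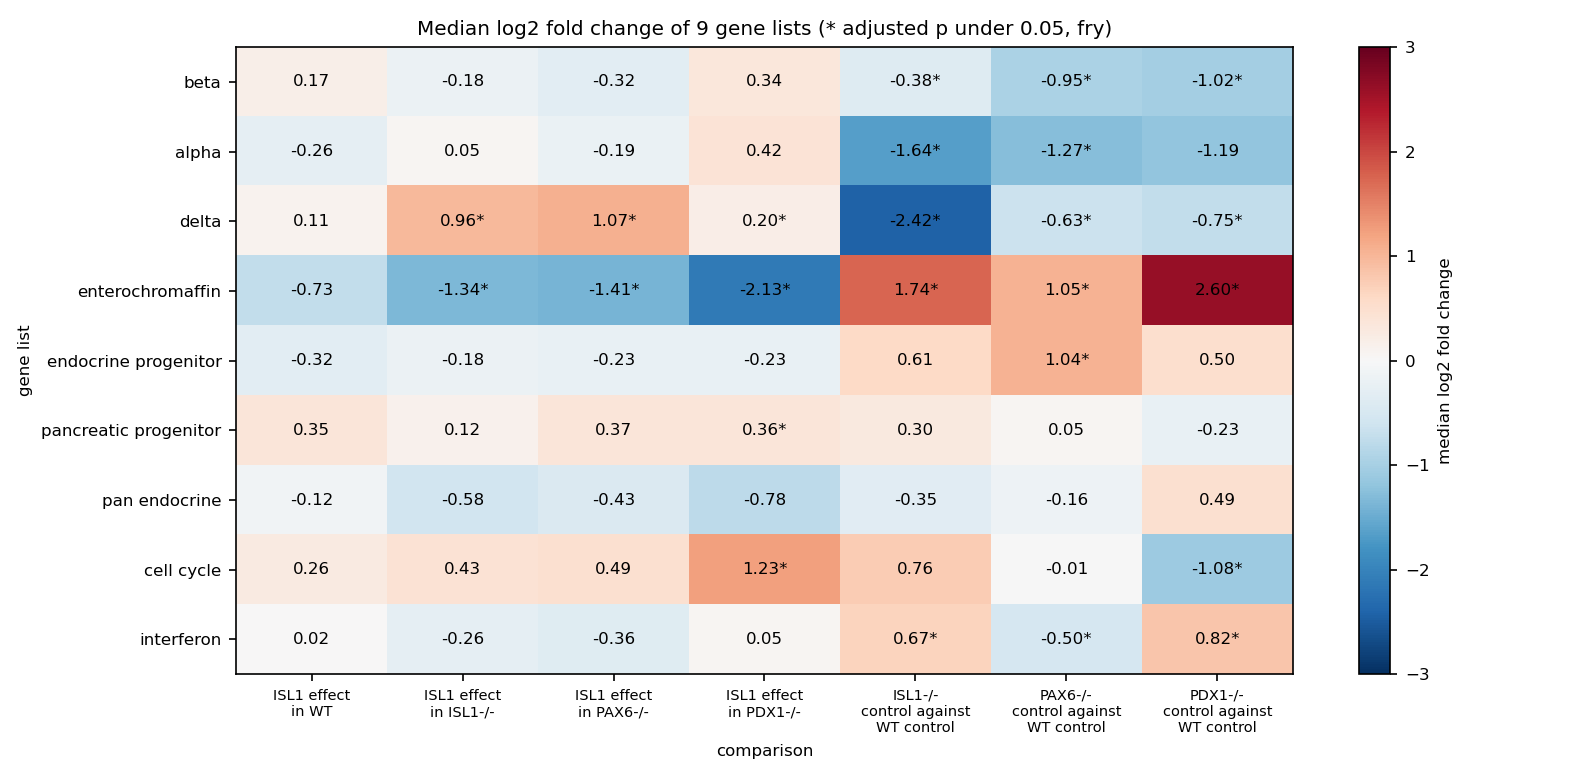
Median log2 fold change (colour and printed value) of the 9 marker gene lists (vertical axis) in 7 comparisons (horizontal axis); an asterisk marks a fry adjusted p under 0.05, and the control groups are the BFP-labelled ones. The enterochromaffin list has -1.34, -1.41 and -2.13 with the vector in ISL1-/-, PAX6-/- and PDX1-/- and 1.74, 1.05 and 2.60 in the BFP-labelled knockouts.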

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

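The tests of sample identity by position and of library depth for replicate 4, and the tests of gene length for the 308 genes and for SLC24A4, were chosen only after the results were seen. Each result here was picked out because a test of the difference found the vector effect of a knockout unlike that of WT. Other differences between the cell lines than the named knockouts were not tested.

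The vector effect differed between ISL1-/- and WT for 1 gene, SLC24A4, by 4.66 on the log2 scale (SE 0.59, adjusted p 0.00850). SLC24A4 had from 0.233 to 0.336 CPM in BFP-labelled and from 6.57 to 7.53 CPM in ISL1-labelled ISL1-/- libraries. In WT it had 11.5 and 12.1 CPM with BFP and 12.8 and 8.98 CPM with ISL1. Gene length bias is argued against, since length-adjusted offsets left the difference at 4.77 (SE 0.53, adjusted p 0.00105). GC content bias is argued against by a difference of 4.63 after the trend on GC content was removed. A single library as the whole source is argued against too, since the smallest difference in 10 fits that each left out a library was 4.42. The adjusted p was 0.0557 without BFP-labelled ISL1-/- replicate 3, so the call, unlike the size, depends on that library. A gene whose level in ISL1-/- depends on the vector is a hypothesis found and tested on the same data. Differences in cell composition were not tested.

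The vector effect differed between PDX1-/- and WT for 308 genes, 257 higher and 51 lower. Those named by the rule were GNRH2 (7.77), LGALS4 (7.52), GIP (7.37), ADRB1 (-3.30), NELL2 (-3.25) and PTGER2 (-3.24). Of the 308 genes, 43 stayed past the threshold under sample quality weights and 0 in the fit on only the groups compared. Gene length bias is argued against as the whole source, since 286 of the 308 genes still passed under length-adjusted offsets. GC content bias is argued against too. The median size of the difference was 3.25 before and 3.05 after the trend on GC content was removed, and the differences had a correlation of -0.01 with GC content. With either ISL1-labelled PDX1-/- library alone, the difference from the vector effect in WT had the sign of the call in all 308 genes. This does not mean that each library moved. In replicate 2 GIP had 0.511 CPM and GNRH2 0.423 CPM, within the range of the BFP-labelled PDX1-/- libraries, and the difference there comes from lower values in ISL1-labelled WT libraries. The median difference was 2.01 with replicate 2 alone and 3.65 with replicate 4 alone. This does not decide how far a mislabelled replicate 4 carries the result, because the genes were chosen with both libraries, and what replicate 4 adds cannot be told apart from a response of PDX1-/- cells. A response to the vector that PDX1-/- alters stays open, with 1 library apart from replicate 4 to show it.

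Replicate 4 of ISL1-labelled PDX1-/- bears on every result of that group. Its position between BFP-labelled PDX1-/- (0) and BFP-labelled WT (1) was 1.07, while replicate 2 had 0.38 and the BFP-labelled WT libraries had 1.03 and 0.97. Across 3000 variable genes it was nearest to BFP-labelled WT (r 0.70), with r -0.31 to its group mate, and the other 20 libraries were nearest to their own genotype. LINC02864 had 842 counts in it, from 783 to 1049 in the 4 WT libraries and at most 5 in the other 16 knockout libraries. A mislabelled sample, a WT library under a PDX1-/- label, could give these values. Gene length bias is argued against, since the position was 1.04 after the length trend was removed from each library. A mixed sample with a large share of PDX1-/- cells is argued against. Of 10 genes high in all other PDX1-/- libraries, the median share of replicate 2's level above WT that remained was -2.15% (interquartile range -5.60 to 7.65). A few genes taking most of the counts is argued against. Of 1751 genes low in BFP-labelled PDX1-/- libraries, 95.5% were higher in replicate 4, while of 1276 genes high there, 95.1% were lower. Its total of 48.2 M counts lies inside the range of the others, which argues against library depth.

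Genes that follow the vector in WT, ISL1-/- and PAX6-/- were used to ask whether replicate 4 lacks a response to the ISL1 vector. Over 407 such genes its median log2 level above BFP-labelled WT was 0.61. The BFP-labelled WT libraries had -0.13 and 0.13 and the ISL1-labelled ones 1.26 and 1.38, so the value lies between. These WT libraries took part in the choice of the genes, which alone sets their values apart. Replicate 2 of ISL1-labelled PDX1-/- took no part in the choice and had 1.16. Measured above BFP-labelled PDX1-/- libraries, replicates 2 and 4 had 1.49 and 0.83. PRDM14 was at the BFP level in replicate 4 (2.73 CPM, against 3.23 and 4.2 in BFP-labelled and 58.4 and 59.2 in ISL1-labelled WT). RIPPLY3 and CNMD were at the ISL1 level in it. RIPPLY3 had 20.2 CPM, against 5.76 and 7.28 in BFP-labelled and 19.5 and 23.2 in ISL1-labelled WT. CNMD had 12.6 CPM, against 0.264 and 0.363 in BFP-labelled and 9.76 and 14.4 in ISL1-labelled WT. Presence and absence of a response cannot be told apart for this library with 1 value between the levels. A PDX1-/- library brought to the WT state by the vector stays open beside a mislabelled one. Reads over the edited site of PDX1 were not analysed here. No library was moved to another group.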

How the results depend on the processing

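Length-adjusted offsets, the block together with these offsets, sample quality weights and the fits without PAX6-/- with ISL1 replicate 3 or PDX1-/- with ISL1 replicate 4 for comparisons that do not hold them were chosen after seeing the data. Of 61 named gene results, 55 were past the threshold, and 35 of these stayed past it with their direction under every alternative that gave them an adjusted p, leaving out a library aside. Of the 52 that were tested with a library left out, 33 stayed past it in every such fit. Of the 52, 22 stayed past it in both. The number of genes moved by more than 1.5 times in 60 cases under alternatives that kept all libraries or only the groups compared, 39 of them under alternatives written before the data were examined. It did so in 44 more cases when a library was left out, 28 of them in fits written before the data were examined.

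DESeq2-style size factors left all 61 named results and every count within these limits, and so did length-adjusted offsets alone. The Wald test of DESeq2 gave higher counts: for the vector effect 63 genes in WT, 379 in ISL1-/-, 463 in PAX6-/- and 4891 in PDX1-/-; for BFP-labelled knockouts against WT 2431 in ISL1-/- and 2455 in PAX6-/-; for ISL1-labelled knockouts against WT 3067, 3079 and 793 in ISL1-/-, PAX6-/- and PDX1-/-; and for the difference of vector effects 26, 8 and 1130. It called 98 of the 99 genes of ISL1-/- and 92 of the 92 of PAX6-/-. Of the 3240 genes in PDX1-/- it called 3186, with 50 left without an adjusted p. The cause of the higher counts was not tested.

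Without a filter on low counts 48398 genes were tested. The vector effect had 23 genes in WT and 155 in ISL1-/-, and the difference of effects 2 in ISL1-/- and 605 in PDX1-/-. Correlations of vector effects fell to 0.046 between WT and ISL1-/-, 0.090 between ISL1-/- and PAX6-/-, 0.079 between ISL1-/- and PDX1-/- and 0.12 between PAX6-/- and PDX1-/-. With a mean of at least 50 counts 16225 genes were tested, and the same correlations rose to 0.38, 0.49 and 0.63, the pair ISL1-/- and PDX1-/- staying within its spread. The vector effect in WT then had 16 genes and ISL1-labelled PDX1-/- against WT 234. The filters add or remove genes with low counts by construction. How that changes the counts of genes was not tested.

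With a replicate block by library number, the vector effect had 49 genes in WT (35 higher), 483 in ISL1-/- and 578 in PAX6-/-. BFP-labelled knockouts against WT had 3150, 3358 and 4594, and ISL1-labelled ISL1-/- and PAX6-/- against WT 3740 and 3857. ISL1 in the vector effect of WT reversed, to 0.047, and the reversal share in PDX1-/- was 76.6%. The number 4 occurs only in replicate 4 of ISL1-labelled PDX1-/-, so the block fits that library exactly and leaves that group 1 library. No counts were therefore made for the comparisons that hold it. By the library index in the descriptions this library directly follows those numbered 3, and a block that puts it with them was not fitted. Leaving the library out gave 513 genes in PAX6-/-, most of the way to 578. The block with length-adjusted offsets gave 65, 615 and 708 genes for the vector effect, 3708, 3865 and 5029 for BFP-labelled knockouts and 4325 and 4263 for ISL1-labelled ones. ISL1 in WT reversed, to 0.011, and the share was 76.1%. In ISL1-/- 268 of the 615 genes (43.6%) were higher, against 65 of 99 without either. With a block by title number, 1 count moved by more than 1.5 times, to 202 for the difference in PDX1-/-. GIP lost its call in that difference. The other counts changed by less or stayed the same. The title numbers pair the PAX6-/- libraries as the library numbers do, and there the title block gave 91, 1263 and 1849 genes where the block by library number gave 578, 3358 and 3857. The higher counts therefore do not come from pairing the PAX6-/- libraries alone. Among the named genes and lists that the report gives for PAX6-/-, the block changed no call other than those given there. ISL1 in BFP-labelled PAX6-/- against WT, a fold change not given there, had -1.10 (adjusted p 0.112), and -0.99 (0.0388) with the block by library number. In ISL1-/- the correlations of same-numbered libraries were 0.18, 0.099 and 0.29. The second was just under the limit of 0.1, so pairing was not taken as given, although the library index runs by number there too. WT (-0.04) and PDX1-/- (-0.21) share 1 number each, too few to pair.

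Sample quality weights gave weights of 0.07 to PAX6-/- with ISL1 replicate 3, 0.09 and 0.10 to PDX1-/- with ISL1 replicates 2 and 4, and 0.72 to 2.58 to the others. The vector effect had 521 genes in WT (267 higher), 2122 in ISL1-/-, 2579 in PAX6-/- and 22 in PDX1-/-. BFP-labelled knockouts had 6878, 6710 and 8328, ISL1-labelled knockouts 8644, 7530 and 2, and the differences 150, 136 and 44. ISL1 in PAX6-/- reversed, to -0.37, and the reversal share in ISL1-/- was 54.3%. In fits on only the groups compared, the vector effect had 316 genes in WT (151 higher), 1461 in ISL1-/-, 0 in PAX6-/- and 0 in PDX1-/-. BFP-labelled knockouts had 5846, 4899 and 6717 genes, and ISL1-labelled knockouts 7745, 205 and 0. The differences had 108 in ISL1-/- and 0 in PDX1-/-, and the share in ISL1-/- was 52.0%. Both settings give less influence to the spread of the libraries that stand apart outside their own groups, and each lowers the counts of PDX1-/- with ISL1. Of the named results, 13 lost the call under weights and 20 in the fits on only the groups compared.

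Leaving out a library gave from 14 to 364 genes for the vector effect in ISL1-/-, from 13 to 513 in PAX6-/-, from 27 to 52 in WT and from 1199 to 5949 in PDX1-/-. It gave from 604 to 2745, from 504 to 2880 and from 1389 to 3984 genes for BFP-labelled ISL1-/-, PAX6-/- and PDX1-/- against WT. For the ISL1-labelled knockouts it gave from 846 to 3470, from 1732 to 3420 and, in 1 fit, 819. For the differences it gave from 0 to 2 in ISL1-/-, 0 in PAX6-/- and from 90 to 735 in PDX1-/-. The highest counts came without replicate 4 of ISL1-labelled PDX1-/- or replicate 3 of ISL1-labelled PAX6-/-, except for the difference in PAX6-/-, 0 throughout, and that in ISL1-/-, highest without BFP-labelled replicate 2. Reversal shares were from 65.3% to 77.9% in ISL1-/- and from 79.3% to 97.3% in PDX1-/-. ISL1 in the vector effect of PAX6-/- was from -0.40 to 0.44, and it reversed without BFP-labelled replicate 2 (-0.04) or ISL1-labelled replicate 3 (-0.40). Of 216 tests of named results, 151 stayed, 63 lost the call and 2 reversed. Fits that left a group with 1 library gave values without tests. The causes of these moves, other than fewer libraries, were not tested.

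The number of list tests past the threshold was 24 with fry, 32 with camera, 25 with DESeq2-style size factors, 27 with length-adjusted offsets and 29 of 54 with the block by library number. Of the single list results past the threshold, 172 values under alternatives stayed and 4 lost the call, those given in the report. Those for the vector in PDX1-/- were not tested without replicate 4 of that group. With 2 libraries in 3 of the groups, a small effect in WT or PDX1-/- can stay below the threshold. The counts of 7 genes in WT and 3240 in PDX1-/- do not rank the genotypes by the size of their response.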

Other observations

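The length tests in the first paragraph below and the tests of ISL1 loss for CHCHD2 and of the vector for LINC02864 were chosen only after the results were seen.

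Short genes were high and long genes low in PAX6-/- with ISL1 replicate 3 and PDX1-/- with ISL1 replicate 4. The correlation of a library's deviation from the gene mean with log2 gene length was -0.29 and -0.34 in them, and from -0.04 to 0.17 in the other 19 libraries. A gene length bias of the library preparation could give this. Their deviations had a correlation of 0.67 with each other across genes, which are not independent replicates. GC content bias is argued against, since within 10 length classes the mean correlation with GC content was -0.0878 and -0.0641, inside the range of the other libraries (-0.16 to 0.18). The same libraries had the highest mitochondrial shares. RNA quality values were not analysed here, and no biological explanation was tested.

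PAX6-/- with ISL1 replicate 3 also stood apart from its mates, with a chi-square per degree of freedom of 628 and 691 to them. That value was from 13.8 to 71.4 for all other replicate pairs but the 2 ISL1-labelled PDX1-/- libraries (1016). A mislabelled sample from WT is argued against here. Between BFP-labelled PAX6-/- (0) and BFP-labelled WT (1) its position over 1726 genes was -0.0188 with the length trend removed, away from WT.

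ISL1 counts did not rise with the vector, which raises the question whether the vector arms differ at all. Arms that do not differ are argued against by genes chosen in ISL1-/- and PAX6-/- together and then read in WT, which took no part in the choice. Of 578 such genes, 446 (77.2%) moved in the same direction in WT, with a median log2 fold change of 0.55 in that direction. Why the gene count of ISL1 stays flat was not tested. The sequence of the vector was not analysed here.

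The number of genes in the vector effect was compared with other splits of the same 6 libraries. In ISL1-/- 1 of the 10 splits, the real one, gave as many genes (99), and the other 9 gave 0. In PAX6-/- 2 of the 10 splits gave as many genes (92). The other split put BFP-labelled libraries 1 and 3 with ISL1-labelled library 3 and gave 192 genes. It parts 1 of the 3 same-numbered pairs, and it sets all libraries numbered 3 and 1 BFP-labelled library against the rest. Among the 4 splits that part all 3 pairs, only the real one gave any genes. With the replicate block the real split gave 578 genes by library number and 91 by title number. With 10 splits the share cannot fall under 0.1.

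Cardiac genes were high in libraries numbered 3. After 4 such genes had been seen, 11 others were tested. In 6 of the 6 groups that hold a library numbered 3, this library had the highest sum of the 11 genes. For the 4 genes seen first it did so in 5 of 6. The highest sum of the 11 among all libraries was 222 CPM, in replicate 4 of ISL1-labelled PDX1-/-, which is numbered 4 and had 22.9 CPM for the 4 genes. By the library index in the sample descriptions this library directly follows the libraries numbered 3, and whether it was prepared with them is not stated. In BFP-labelled ISL1-/- libraries the sum of the 4 genes was 543 CPM in replicate 3 and 108 and 133 CPM in replicates 1 and 2, and the sum of the 11 was 134 CPM against 56.8 and 64.8. Cells of another type, such as cardiac cells, in the number 3 libraries could give this. Of the 11 genes, 4 had at least 1 CPM in every library. Why the number goes with it was not tested, and no biological explanation was tested.

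CHCHD2 had from 7089 to 9155 counts in the 6 ISL1-/- libraries, 31 in replicate 4 of ISL1-labelled PDX1-/- and from 0 to 8 in the other 14 libraries. Reads shared with pseudogenes are argued against, since the 10 CHCHD2 pseudogenes together held at most 27 counts in any library of the other lines. Loss of ISL1 that the vector reverses is argued against by a log2 change of -0.089 (SE 0.49, adjusted p 1.00) with the vector in ISL1-/-. That test assumes that the vector gives ISL1 back, which the ISL1 counts do not show. Other differences between the lines were not tested.

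LINC02864 had from 783 to 1049 counts in the WT libraries, 842 in replicate 4 of ISL1-labelled PDX1-/- and at most 5 in the other 16 knockout libraries. A knocked-out factor whose loss the ISL1 vector reverses is argued against for the other 7 ISL1-labelled knockout libraries, where the largest count was 0. For replicate 4 such a reversal and a mislabelled WT library cannot be told apart, with 842 counts in 1 library. Other differences between the WT line and the knockout lines were not tested.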
